A study of Mus musculus with 6 samples. Its data were reported in "Combinatorial Smad2/3 Activities Downstream of Nodal Signaling Maintain Embryonic/Extra-Embryonic Cell Identities during Lineage Priming" (2018).

How the data were processed

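RNA sequencing was carried out on day 2 epiblast-like cells (EpiLCs), which are mouse embryonic stem cells moved for 2 days into medium with activin A and Fgf2 and which model the early post-implantation epiblast. There were 3 wild-type (WT) libraries from the CCE line and 3 libraries from 1 clone that lacks functional Smad2 and Smad3 (double knockout, DKO). The labels describe the 3 libraries of a genotype as independent differentiations. Each genotype was thus represented by 1 line, so differences between lines that have nothing to do with the knockout cannot be separated from it by these samples. Per the labels, total RNA was depleted of ribosomal RNA, turned into strand-specific libraries and sequenced paired-end over 75 cycles.

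According to the study's methods, the authors removed ribosomal reads with bowtie2 and aligned the rest to mm10 with STAR. They then removed PCR duplicates with Samtools and counted reads over the gene bodies of refGene entries. Gene bodies are read here as including introns. Software versions and the use of strand in counting were not stated. The authors' deposited expression table holds a signal per entry and library, namely read counts divided by 1 size factor per library, with no scaling for gene length. The authors' deposited comparison table holds a mean signal over libraries, shrunken and unshrunken log2 fold changes with a standard error on the log2 scale, a Wald score, and p-values before and after Benjamini-Hochberg adjustment, all from DESeq2. All columns of per-sample values in the expression table were used.

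Because a size factor is shared by all entries of a library, every value is a whole multiple of the value of 1 read, and the reads were recovered by dividing by that step. Recovery gave whole numbers for 100% of the values in each library, with size factors from 1.76 to 1.93. Summed over 1 entry per gene, recovered totals ranged from 57644143 to 63046034 reads per library. The 33812 rows carry RefSeq transcript identifiers and 24288 gene symbols. Since isoforms of a gene often span the same gene body, 38.4% of the rows with reads share all 6 values with another row, so a count of entries exceeds a count of genes. Rows without a symbol (138 rows, 0.517% of reads over all rows) were left out of tests and library sizes. Gene positions came from the RefSeq annotation of GRCm38.p6 (the mm10 assembly) by transcript identifier and were found for 98.9% of rows. Strands came from the GENCODE annotation of the same assembly.

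The test fixed before the data were examined assumed raw counts and named the quasi-likelihood test of edgeR. As the deposited values are normalized, the main test was instead limma (version 3.58.1, R 4.3.3) on log2(value + 1) with a mean-dependent variance trend, over entries that passed the expression filter filterByExpr of edgeR (version 4.0.16) on the recovered reads. Fold changes are therefore on the log2(value + 1) scale, which understates changes of entries with few reads. An entry was called changed when its Benjamini-Hochberg adjusted p lay under 0.05 and its fold change exceeded 1.5 in either direction. The count tests of edgeR and DESeq2 (version 1.42.0) on the recovered reads served as alternatives.

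Gene lists were tested with camera (limma, inter-gene correlation preset at 0.01, two-sided) on 1 entry per gene, the entry with the highest total, with adjustment over 10 lists. These tests ran on log2(value + 1). The plan had named log2 reads scaled to library size from voom (limma), which became an alternative. The lists, fixed before the data were examined, cover Nodal targets, early mesoderm, Bmp targets, extra-embryonic ectoderm and trophectoderm, extra-embryonic endoderm, naive pluripotency, primed pluripotency, DNA methylation machinery, neural genes and fibroblast genes. Some members were taken from the study's own description of these libraries and are therefore not independent evidence, and leaving them out was one of the alternatives. Chromosomes were tested in the same way as 21 sets. A list of 65 imprinted genes and the search along chromosomes were added after the data were seen. That search took the running median of log2 fold changes over 15 neighbouring genes with a mean of at least 100 normalized reads, against 1000 permutations of gene positions.

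Genes named in the text follow a rule fixed before the data were examined. They are Smad2, Smad3, list members, and the 5 most lowered and 5 most raised changed genes with at least 1 CPM (reads scaled to library size) in either group and no overlap between the 3 WT and 3 DKO values. Any other gene is marked as chosen after its values were seen. Some genes that the rule selects are not reported here. A group was taken to be at the floor when all of its libraries held 3 reads or fewer. Floors and errors cover counting and replicate spread only, since reads without molecular identifiers are not independent molecules.

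Each fit was tested on simulated reads drawn for 17038 genes with the means, library sizes and dispersions of the real libraries and with 200 changed genes. The limma fit recovered 97.0% of the changed genes with 3 false calls, the edgeR fit 97.5% with 2, and DESeq2 without shrinkage 95.0% with 0. DESeq2 with a prior on fold changes recovered 54.0%. That prior is estimated from the fold changes at hand, and the real libraries held 2623 changed genes in place of 200. The 54.0% therefore need not hold for them. On the real reads, DESeq2 called 3175 entries with the prior and 3714 without shrinkage. In 10 simulated sets of genes, camera found both of the 2 shifted sets and no other. In 11819 simulated genes, the running median found a segment of 30 genes at a single dose and gave no window at that level elsewhere.

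Alternatives covered the tool, the normalization, the filter on low counts, the pseudocount, the fold-change threshold, entries against genes, a replicate block, the set test and each library left out in turn. DESeq2 size factors computed over the 6 libraries, TMM, upper quartile and library size were the other normalizations. Chromatin accessibility data from the same cells were not used here.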

Results

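Gene expression was profiled in WT EpiLCs (n = 3) and in DKO EpiLCs without functional Smad2 and Smad3 (n = 3), to ask which transcripts depend on these transducers of Nodal and activin signals when embryonic stem cells leave the naive state. Recovered depth was similar in all libraries, from 57644143 to 63046034 reads per library over 1 entry per gene, and the 10 most abundant genes took 2.05% to 2.10% of the reads. Replicates were close to each other. Among 13071 genes with a mean of at least 100 reads, the median coefficient of variation was 3.39% in WT and 3.32% in DKO. No pair of libraries looked like a single library deposited again, since counts of each pair within a group differed by 3.30 to 5.35 times the sampling variance. The leading principal component held 74.2% of the variance and separated the genotypes.

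The targeted genes were examined first. Smad3 (NM_016769, chromosome 9, 63646766 to 63757994, mm10) fell from 839 ± 37.0 normalized reads in WT to 23.6 ± 6.16 in DKO (SD, n = 3 each), a log2 fold change of -5.12 ± 0.13 (SE, limma, adjusted p = 4.40e-23). Each DKO library lay far below each WT library, and the highest DKO value was 3.81% of the lowest WT value. By contrast, Smad2 (NM_010754, chromosome 18, 76241090 to 76311748) was not reduced. It measured 4520 ± 86.3 normalized reads in WT and 5062 ± 109 in DKO, a log2 fold change of 0.16 ± 0.03 (limma, adjusted p = 1.61e-05), which is above replicate spread but well under the 1.5-fold threshold. These values cover gene bodies with introns and do not separate exons. A shorter Smad2 entry (NM_001252481, 76261121 to 76305294 in GENCODE) lies inside the longer one, so reads at the ends of the gene can be set apart. Reads in both entries measured 4211 ± 87.4 in WT and 4608 ± 155 in DKO, a ratio of 1.09, and reads in the longer entry alone measured 309 ± 4.95 and 454 ± 46.2, a ratio of 1.47 (SD, n = 3 each, not tested). In WT cells, Smad2 reads exceeded Smad3 reads 5.39 ± 0.14 times (SD, n = 3). Per kilobase of gene body, which spans 70.7 kb for Smad2 and 111 kb for Smad3, the ratio was 8.49.

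Of 25361 entries tested, 3904 changed between DKO and WT (15.4%). Lower expression in DKO was found for 2025 entries and higher expression for 1879. With 1 entry per gene, 2623 of 17038 genes changed, of which 1370 were lower and 1253 higher. The fold-change threshold moved this count most. Without it, 13977 entries passed an adjusted p of 0.05, whereas a test against a fold change of 1.5 itself called 1735 entries. Large changes were few. Among changed genes, 38 had a log2 fold change below -3 and 22 had one above 3.

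The genes that fell most included Lefty1, Lefty2, Smad3 and Fgf8. Lefty1 (NM_010094, chromosome 1, 180935022 to 180938401) dropped from 14273 ± 252 to 94.9 ± 9.84 normalized reads, a log2 fold change of -7.22 ± 0.05 (adjusted p = 1.75e-35). Its neighbour Lefty2 (NM_177099, chromosome 1, 180893108 to 180899107) went from 4851 ± 64.8 to 32.1 ± 6.03, a log2 fold change of -7.21 ± 0.09 (adjusted p = 3.58e-30). Fgf8 (NM_001166361, chromosome 19, 45736491 to 45742941) was already low in WT, at 146 ± 11 normalized reads, and reached 4.40 ± 2.38 in DKO (log2 fold change -4.87 ± 0.26, adjusted p = 2.62e-15).

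**Figure D1:**
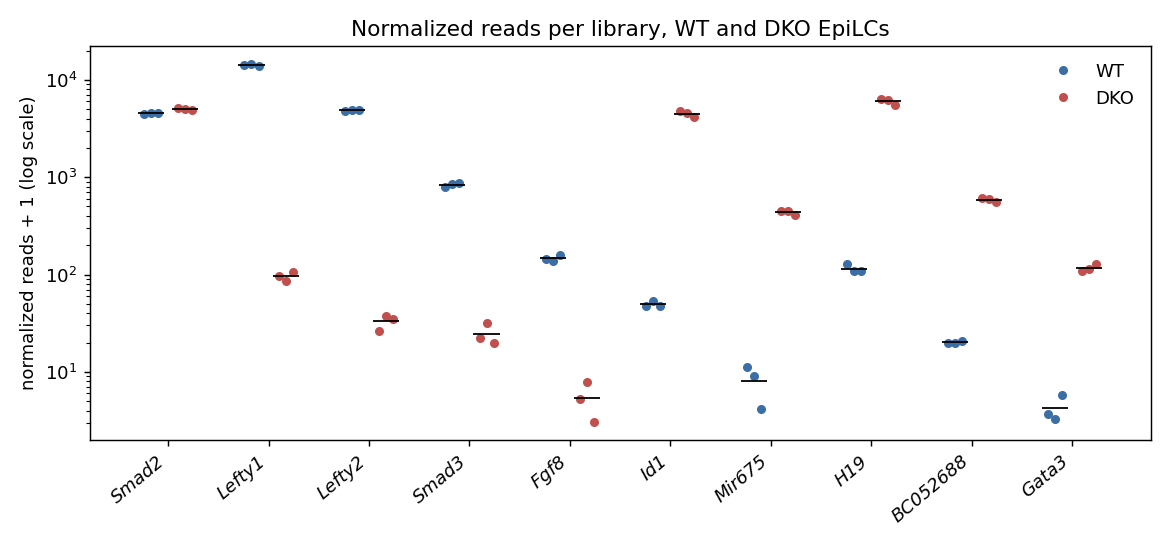
Normalized reads plus 1 on a log axis for Smad2 and for genes among those with the largest changes, with 1 point per library (n = 3 per genotype) and the mean as a line. Smad2 is the gene whose groups lie closest, at means of 4520 in WT and 5062 in DKO.

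The 5 genes that rose most were Id1, Mir675, H19, BC052688 and Gata3. Id1 (NM_010495, chromosome 2, 152736251 to 152737410) increased from 48.5 ± 3.36 to 4494 ± 283 normalized reads, a log2 fold change of 6.51 ± 0.06 (adjusted p = 3.76e-32). H19 (NR_130973, chromosome 7, 142575530 to 142578146) increased from 114 ± 12.1 to 6014 ± 477, a log2 fold change of 5.71 ± 0.06 (adjusted p = 2.15e-31). Mir675 (NR_030416, chromosome 7, 142577064 to 142577147) lies inside H19, so its rise from 7.12 ± 3.58 to 436 ± 25.2 counts reads of H19 and is not a separate measurement. The non-coding BC052688 (NR_028430, chromosome 13, 61771580 to 61787282) rose from 19.1 ± 0.544 to 586 ± 31.2 with a log2 fold change of 4.87 ± 0.11 (adjusted p = 1.03e-23). Gata3 (NM_008091, chromosome 2, 9857078 to 9887953) was near the detection limit in WT with 4 to 9 reads per library and reached 198 to 246 reads in DKO (log2 fold change 4.82 ± 0.25, adjusted p = 1.90e-15). Of 128 named genes with a position, 48 overlap another annotated gene, so part of the reads at these loci could belong to either gene. Among those of the 128 whose values are given, these are Smad3, Lefty1, H19, Mir675, Gata3, Smad7, T, Eomes, Id4, Bmp4, Gata2, Gata6, Tbx3, Dnmt3a, Dnmt3l, Sox1, Pax6 and Col5a1.

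Several list members were picked by the study from these libraries, so counts over a list alone are not independent evidence. The Nodal target list was lower in DKO (camera, adjusted p = 2.08e-06, median log2 fold change -0.93). Of its 9 tested members, 6 changed when adjusted over all entries and 6 when adjusted over the list alone, and all of these were lower. Besides Lefty1 and Lefty2, they included Smad7, at a log2 fold change of -2.09 ± 0.05, and Tdgf1 at -0.93 ± 0.02. Nodal itself was slightly higher in DKO (log2 fold change 0.29 ± 0.04, adjusted p = 9.13e-08) and did not pass the fold-change threshold. The early mesoderm list did not shift as a whole (adjusted p = 0.734, median log2 fold change -0.24), and members moved in both directions. Adjusted over all entries, 4 of its 10 tested members were lower and 2 were higher, and the same total of 6 changed when adjusted over the list alone. T (brachyury) fell from 45.8 ± 1.91 to 15.4 ± 4.89 normalized reads and Mixl1 from 24.4 ± 1.90 to 7.90 ± 2.71, while Eomes rose from 305 ± 16.9 to 469 ± 21.1. The log2 fold change of Eomes, 0.62 ± 0.07, lay close to the threshold and fell under it without WT replicate 1 (0.57) or DKO replicate 2 (0.58). Without the members named by the study, the direction of the early mesoderm list turned to higher (adjusted p = 0.478, against a range of 0.478 to 0.904 over its 15 alternatives).

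Bmp targets were higher in DKO as a list (adjusted p = 0.00150, median log2 fold change 0.95). Among 11 tested members, 6 were higher and 2 lower over all entries, and 8 changed when adjusted over the list alone. Id3 rose by a log2 fold change of 4.42 ± 0.06, Id2 by 2.35 ± 0.05 and Id4 by 2.00 ± 0.18, whereas Bmp4 was lower at -0.77 ± 0.13. The Id genes are the members that the study named for these libraries. Without them the list was no longer called, at an adjusted p of 0.858 in a range of 2.25e-06 to 0.858 over 15 alternatives.

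Under camera at its preset correlation, the extra-embryonic ectoderm and trophectoderm list showed the lowest adjusted p of the 10 lists (2.22e-07, median log2 fold change 1.59). Under fry, an alternative set test, the Nodal target and primed pluripotency lists were lowest (adjusted p = 1.06e-06), against 2.12e-05 for this list. All 14 tested members were higher in DKO, and 11 changed both over all entries and when adjusted over the list alone. Levels nonetheless remained low for several of them. Tfap2c rose from 67.5 ± 1.14 to 390 ± 51.3 normalized reads, Gata2 from 5.09 ± 0.723 to 60.8 ± 24.3, and Cdx2 from 13.3 ± 3.49 to 38.6 ± 2.95, while Fgfr2 went from 737 ± 19.4 to 2208 ± 78.2. Extra-embryonic endoderm genes were also higher as a list (adjusted p = 0.00212, median log2 fold change 0.55). Here 5 of 13 tested members changed by either adjustment, all upward, among them H19, Sparc (log2 fold change 0.95 ± 0.03) and Gata6 (1.18 ± 0.25). Sox17 and Apoe did not pass the thresholds, except that Sox17 was called lower without DKO replicate 2 (log2 fold change -0.81). Leaving out H19 and Sparc, which the study named, gave an adjusted p of 0.136 for this list, in a range of 2.79e-06 to 0.136 over 15 alternatives.

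Pluripotency genes moved in opposite directions. The naive pluripotency list was higher in DKO (adjusted p = 2.08e-06, median log2 fold change 0.73), with 9 of 13 members changed by either adjustment and all of these higher. Prdm14 had a log2 fold change of 2.31 ± 0.21, Dppa3 of 2.09 ± 0.08, Tbx3 of 1.78 ± 0.12, Klf2 of 1.11 ± 0.06 and Zfp42 of 0.62 ± 0.04. Nanog was the exception, with a decrease of -0.32 ± 0.05 that did not reach the fold-change threshold. The primed pluripotency list was lower (adjusted p = 0.00128, median log2 fold change -0.28), with 4 of 12 members changed by either adjustment. Fgf5 fell from 3235 ± 12.6 to 798 ± 23 normalized reads (log2 fold change -2.02 ± 0.04, adjusted p = 5.09e-26). Sox3 decreased by a log2 fold change of -0.82 ± 0.07 and Pou3f1 by -0.62 ± 0.03. Otx2 was modestly higher at 0.23 ± 0.03, under the threshold.

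The DNA methylation machinery list did not shift (adjusted p = 0.292, median log2 fold change 0.07). Of its 12 members 2 changed by either adjustment, both upward, namely Dnmt3l (0.70 ± 0.02) and Tet2 (0.64 ± 0.04). Dnmt3b, at 70390 ± 1336 normalized reads in WT and 65421 ± 388 in DKO, and Dnmt3a differed by log2 fold changes of -0.11 ± 0.02 and -0.24 ± 0.02. Neural genes gave no shift either (adjusted p = 0.731, median log2 fold change -0.24), with 2 of 8 tested members lower and 3 higher over all entries and 5 changed when adjusted over the list alone. Sox1 fell by a log2 fold change of -1.41 ± 0.16 while Pax6 rose by 1.12 ± 0.13. The calls of Pax3 (lower) and Sox21 (higher) were lost in several alternatives. Both were lost without WT replicate 1, without DKO replicate 1 and at a pseudocount of 10. The fibroblast list, included as a control for other cell types, was not called (adjusted p = 0.166, median log2 fold change -0.53), and 3 of its 11 tested members changed by either adjustment, all lower.

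**Figure D2:**
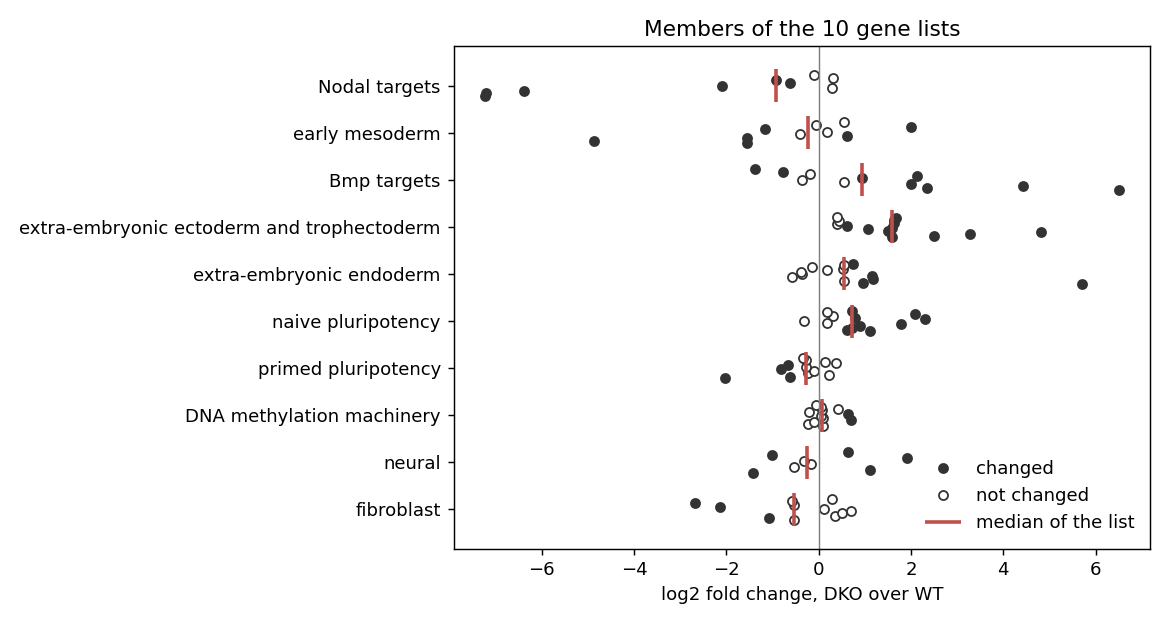
Log2 fold changes of DKO over WT for the tested members of the 10 gene lists, with 1 point per gene, filled where the gene changed, and the median of each list as a vertical line. All 14 points of the extra-embryonic ectoderm and trophectoderm list lie to the right of 0, and points of the early mesoderm list fall on both sides.

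The 6 lists called by camera at its preset correlation also passed under fry and, barely, under an estimated correlation (adjusted p = 0.0450 for each). Under fry, 3 further lists passed, and these are given with the dependence on processing.

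To ask whether a gained or lost chromosome separated the lines, log2 fold changes were compared by chromosome. No chromosome passed an adjusted p of 0.05 (camera), 1 passed at an unadjusted p under 0.05, and the smallest adjusted p was 0.221, for the 7 genes tested on chromosome Y. Medians of the autosomes and chromosome X lay between -0.03 and 0.04. Below the level of whole chromosomes, a running median over 15 neighbouring genes, added after the data were seen, passed limits from permuted positions, each exceeded by 2.5% of permutations, in 3 places. The most extreme was on chromosome 6, where 32 adjacent genes between 70765720 and 77979815 (mm10, 7.21 Mb) were all lower in DKO, with a median log2 fold change of -0.90 (95% bootstrap interval -0.95 to -0.76). Of these genes 26 passed the thresholds for a changed gene. The genes next to the segment, Serbp1 at -0.08 and Gcfc2 at -0.20, and the 15 genes on each side, with medians of -0.18 and -0.05, showed little change. These genes were chosen after their values were seen.

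**Figure D3:**
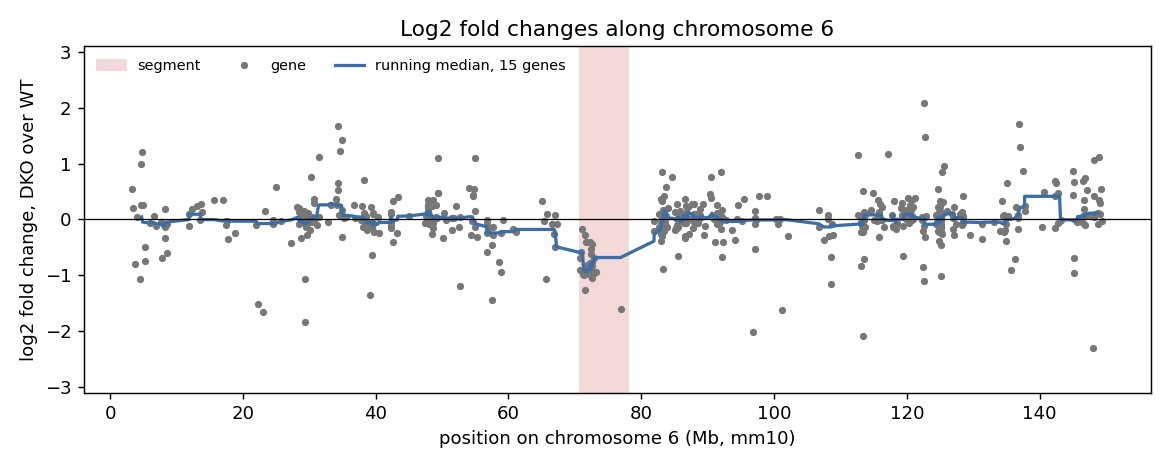
Log2 fold changes of DKO over WT for genes with a mean of at least 100 normalized reads against position on chromosome 6 in Mb, with the running median over 15 genes as a line and the segment shaded. The line stays near 0 along most of the chromosome and reaches -0.93 in the segment.

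In the authors' deposited table, 3041 named entries passed the same thresholds, of which 1571 were lower and 1470 higher. Of these, 2977 (97.9%) were also called here, none in the opposite direction, and the log2 fold changes of both tables had a Spearman correlation of 0.998 across 25361 entries, which are not independent replicates. A further 927 entries were called here only and 64 in the authors' deposited table only.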

Values the study reported

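The study reported 2,098 genes with changed expression in DKO compared with WT EpiLCs, of which 1,100 were lower and 998 were higher. It stated that Smad2 was expressed roughly 5-fold above Smad3 in EpiLCs.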

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

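The tests in this part were chosen after the result was seen. The authors' deposited table gives a mean over libraries for each entry. For 610 entries that have no read in any of the 6 libraries, this mean is above 0 and above the limit of 0.268 normalized reads that a count of 0 allows in 6 libraries. The highest such mean is 28.4. This signal lies outside the comparisons of the report. Another scaling of the same 6 libraries cannot produce it, since 0 reads stay 0 under any factor, and the 610 entries argue against that explanation. A candidate explanation is that the authors' fit held further libraries. The ratio of the authors' mean to the mean of the 6 libraries would then have a hard lower limit, reached by entries that are silent in the further libraries. Among 25359 entries with a mean above 5 normalized reads, the lowest ratio was 0.667, 134 entries lay within 0.001 of it and 0 lay below, which is the limit for 9 libraries with 3 that were not analysed here. What those libraries were was not tested, and no biological explanation was tested.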

How the results depend on the processing

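Of 23 alternatives, 21 left the number of changed entries within 1.5 times the 3904 of the report. The tool on recovered reads gave 3942 entries with edgeR, 3714 with DESeq2 and 3991 with limma-voom, and the edgeR calls shared 3848 entries with those of the report. DESeq2 with a prior on fold changes called 3175. Among the other normalizations, the share of higher calls was lowest with library size only, at 46.8% against 48.1% in the report. The threshold mattered more. Without a fold-change threshold 13977 entries passed, 6830 lower and 7147 higher, and a test against a fold change of 1.5 left 1735, of which 897 were lower and 838 higher. Both follow from the construction of these tests. The edgeR test with TMM was the test named before the data were examined and became an alternative afterwards. Pseudocounts of 0.1 and 10, chosen after seeing the data like TMM factors in limma and the removal of the segment, gave 3927 and 3195 entries. Across the 6 fits that each left out 1 library, the count ranged from 3775 to 3852, with 1917 to 2018 lower and 1763 to 1861 higher.

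Same-numbered replicates did not deviate together (correlations of -0.00787, -0.0252 and 0.00475 across 13071 genes), so the numbers were not treated as pairs. With a replicate block, 3913 entries changed, 2028 lower and 1885 higher, and no list or named gene changed its call.

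Smad3 kept its call under its 14 alternatives (log2 fold change from -5.32 to -4.68), and Smad2 stayed between 0.15 and 0.18. The ratio of Smad2 to Smad3 in WT was 8.49 per kilobase of gene body and 5.21 as a mean over all entries of each gene, both beyond the replicate SD, and 5.31 to 5.44 when 1 library was left out.

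Under fry, which tests each list on its own and not against other genes, the DNA methylation machinery (adjusted p = 0.000803), neural (0.00424) and fibroblast (0.000128) lists passed, and 16 chromosomes did in place of 0. Without the members named by the study, Bmp targets (0.858) and extra-embryonic endoderm (0.136) no longer passed, and early mesoderm (0.478) turned to higher. The other 4 called lists passed under each of their 15 alternatives, with adjusted p up to 0.0450. The cause of these differences was not tested beyond the make-up of the lists.

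Of 115 named genes tested, 108 kept call and direction without DKO replicate 2, the lowest number among the alternatives run on all of them, and 110 did at a pseudocount of 10. Directions of some genes, such as Gsc and Thy1, turned in at least 1 alternative, and neither of these was changed in the report.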

Other observations

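The tests in this part were chosen after the results were seen, except those on strand and on other splits of the samples. All 32 genes of the chromosome 6 segment were lower in DKO, and of the 37 genes tested there at any level 29 changed and 0 were higher. The shift was alike in each differentiation, with median log2 ratios to the WT mean of -0.90, -0.84 and -0.88 in the 3 DKO libraries against -0.01 to 0.00 in WT. Of 1000 permutations of gene positions, 0 gave a window median as low (the lowest was -0.62), which argues against single changed genes that happen to lie next to each other. A copy of the segment added in the WT line would give log2 of 2 over 3, or -0.58. The interval of the median, whose upper end is -0.76, lies below this value, which argues against such a copy. It does not exclude one, since the bounds of the segment were chosen from the same fold changes. A candidate explanation is that the DKO line lost 1 of its copies of the segment, and the median of -0.90 lies near the -1 that this needs, although the interval leaves out -1 itself and several genes, such as Kdm3a (-0.27) and Rpl34-ps1 (-0.16), fell less. Regulation of the whole segment by Smad2 and Smad3 cannot be told apart from a line effect, because there was 1 line per genotype. DNA-level data were not used here. Removing the segment's 56 entries left 3860 changed entries, so the segment's own genes make up a small part of the changed entries. This removal cannot show whether their lower expression affected genes elsewhere, which was not tested. The segment contains Tcf7l1 (log2 fold change -0.76), a transcription factor gene chosen here after its value was seen.

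The other runs beyond the limits lay on chromosome 12. One (109563692 to 110583075, highest window median 0.49, reached in 8 of 1000 permutations) falls on the imprinted Meg3, Rian and Mirg locus, where many small RNA entries lie within a shared transcription unit and are not independent. The other (102743719 to 103184228, lowest window median -0.66, reached in 0 of 1000 permutations) spanned 5 windows. No explanation was tested for either.

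H19 and Igf2 were both far higher in DKO, and Igf2 was chosen after its value was seen (38.3 ± 1.37 to 316 ± 25.6 normalized reads). Fibroblasts in the DKO cultures would raise abundant collagen transcripts as well. Summed reads of Col1a1, Col1a2 and Col3a1 went from 215 ± 4.84 in WT to 123 ± 4.64 in DKO, and all of these reads in DKO came to 2.09% of the rise of H19, which argues against this source. The members of the fibroblast list that were called, Col1a2 (log2 fold change -1.07), Dcn (-2.14) and Lox (-2.67), were all lower. Col5a1 rose by 0.51, under the threshold, and overlaps another gene. The changes of Col1a1, Col3a1 and Col6a1 were within error (limma, adjusted p = 0.133, 0.255 and 0.198). Of the 15 fibroblast genes, 11 had enough reads to be tested, and Dcn had 1330 normalized reads in WT, so EpiLCs express part of this list themselves. Loss of methylation at the H19 control region alone would raise H19 and lower Igf2, and the Igf2 log2 fold change of 3.01 goes against it. Among 61 tested genes of a list of imprinted genes, 16 changed (26.2%), 12 of them higher, in 12 of 23 clusters. This count includes H19 and Igf2, which prompted the test. Without them 14 of 59 genes changed (23.7%), and 1.82% of 10000 random lists matched on expression reached that share. Without the Meg3 cluster and members of other lists as well, 12 of 53 changed (22.6%), and 3.66% of random lists reached that share. Imprinted genes as a class may have changed more often, but genes of a cluster are not independent and random lists ignore this. Whether a change of the class comes from the knockout or from the line stays open in these samples. For H19 and Igf2, the study also reported higher expression in embryoid bodies made from DKO stem cells. Its methods state that those microarrays used several independent clones per genotype.

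Smad2 transcript was not lower in DKO. WT cells mixed into the DKO libraries would have kept Smad3 reads in proportion, but Smad3 stood at 2.81% of WT, so a mixture cannot account for it. A mutant allele that leaves most of the transcript is a possible explanation that cannot be told apart from an intact transcript. The Smad2 log2 fold change of 0.16 is over the whole gene body. The parts set apart by its entries kept their reads but unevenly. The ratio of DKO to WT was 1.09 for reads in both entries and 1.47 for reads in the longer entry alone (not tested). Neither part isolates any targeted exon, so these ratios do not decide the question. Smad7, which lies within 1 Mb of Smad2, had a log2 fold change of -2.09. Damage around the targeted gene would be expected to lower other neighbours, yet the other 10 genes tested within 1 Mb of Smad2 had a median log2 fold change of 0.0795 and 0 of them changed.

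The authors' deposited table called fewer entries than the report. Its standard errors were a median of 2.14 times those of DESeq2 with the same kind of prior on the 6 libraries alone, and larger for 98.3% of 18446 entries with at least 100 normalized reads. For Smad2 they were 0.171 and 0.0292. With the unshrunken fold change, that tool called 3727 entries on the 6 libraries against 3067 in the deposited table, so a wider spread estimated by the authors' fit is a candidate source of the difference. With the shrunken fold change, on which the 3041 rest, it called 3096. Shrinkage on the 6 libraries alone thus came close to the deposited count, with 2756 entries called by both. Within the deposited table, however, the count was 3067 without shrinkage and 3041 with it. Shrinkage thus removed few calls there beyond those already lost to its adjusted p-values. In DESeq2, an adjusted p under 0.05 was reached by 6425 entries in the deposited table and by 12840 on the 6 libraries. The DESeq2 fit on the 6 libraries took all named entries with a read in them, as no filter is stated for the deposited table. The alternative with 3175 calls took the 25361 entries of the report.

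The counting of reads was examined by strand, with a test fixed before its result was seen. Log2 fold changes of 711 genes that lie inside another gene on the same strand followed those of the outer gene with a Spearman correlation of 0.68. On opposite strands the correlation over 227 pairs was 0.28 (95% bootstrap interval 0.15 to 0.40), against 0.17 for 14601 pairs of neighbours without overlap. This argues against counting without regard to strand, and nested genes on the same strand, such as Mir675 in H19, share reads.

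Grouping by chance was examined over the 10 splits of the 6 samples into 3 and 3, so no share under 0.1 could be reached. Each other split mixes WT and DKO libraries in both groups, which turns the difference between genotypes into spread within groups, so few calls are possible there and the comparison decides nothing about chance. For completeness, 1 of 10 splits, the real one, gave as many changed entries, lower entries and higher entries, and the others gave 0. As many called lists came from 1 of 10 splits, and at most 2 from another. For called chromosomes, 0 in the real split, it was 10 of 10.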
